A study of Polypterus senegalus with 8 samples. Its data were reported in "A Conserved MicroRNA Regulatory Circuit Is Differentially Controlled during Limb/Appendage Regeneration" (2016).

How the data were processed

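Pectoral fins of the bichir, a ray-finned fish that regrows amputated fins, were collected before amputation and at 3, 7 and 14 days post amputation (dpa). Small RNA and mRNA were each sequenced at the 4 stages, giving 8 libraries in 8 groups with 1 library per group. According to the methods of the study, each library was a single replicate of pooled tissues sequenced on a Genome Analyzer IIx, so the spread between animals cannot be measured here.

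For small RNA, the authors clipped adapters, trimmed and collapsed the reads with the FASTX Toolkit, and annotated miRNAs with miRMiner against miRBase. For mRNA, the authors trimmed reads with Trimmomatic, assembled transcripts without a genome with Trinity, and estimated read numbers per transcript with RSEM. Both kinds of reads were analysed by the authors in edgeR. The authors deposited both tables as log2 values. The tables' names call them log CPM, but 2 raised to each value above 0 was a whole number within 0.01% for 100% of the values in each of the 8 libraries, and the sums differed between libraries. The deposited log2 values were therefore read as log2 of unscaled read counts. A listed 0 stands for 0 reads or 1 read, since log2 of 1 is 0, and was read as 0 reads. Neither the adapter settings nor the treatment of reads matching several miRNAs can be seen in the tables, and near-identical miRNAs or transcripts of one assembly component can share reads.

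The miRNA table listed 153 miRNAs. The mRNA table held 132496 rows, of which 4760 repeated an earlier row exactly; these were dropped, leaving 127736 transcripts of 94050 assembly components. The smallest row total over the 4 mRNA libraries was 8 reads. Counts were divided by the library total over all listed features and scaled to CPM. Changes were differences of log2(CPM + 1) from the 0 dpa library, a scale that understates changes of low features. The planned design assumed CPM from library totals, and this was kept as the main scaling after the unit was known. Features with a mean of at least 10 CPM (miRNAs) or 1 CPM (transcripts) over the 4 libraries were counted when |log2 change| exceeded 0.58, which is 1.5-fold.

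With 1 library per group no test between groups was possible, and no difference has a replicate check. Intervals cover 95% of counting error only, since sequenced reads are not independent molecules and the animals were pooled. For a change, the exact Clopper-Pearson interval of the counts in the pair of libraries was carried to the log2(CPM + 1) scale. For a share, the Wilson interval was used. For list medians, counts were redrawn 2000 times from Poisson distributions. A fold against a library with 3 reads or fewer was given as a lower bound computed at 3 reads. List medians were placed among 10000 random lists of the same size, drawn from the 30 miRNAs or 200 transcripts nearest in mean CPM to each member. Correlations of changes share the 0 dpa library, so unchanged groups were simulated 100 times against one control, with counting noise alone and with an added spread equal to that between the 3 and 14 dpa libraries.

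The alternatives were a trimmed mean of log ratios to the 0 dpa library (trimming 30% of the ratios and 5% of the abundances at each end), median of ratios to the geometric mean library, totals without miR-21 or without the 10 most abundant transcripts, the deposited values at face value with no depth scaling, pseudocounts of 0.1 and 5 CPM, no filter, a filter 10 times higher, thinning to the shallowest library of each kind, a threshold of 1, the whole interval past the threshold, and transcripts summed per component. Reading a listed 0 as 1 read and keeping the repeated rows were added after the data were seen.

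Groups, lists, thresholds and the other alternatives were fixed before the data were examined, although the study and its supplementary tables had been read. The named miRNAs were the 10 that the study lists as changed in common, the 5 largest rises and falls at 7 dpa among miRNAs with a mean of at least 100 CPM and one sign at 3, 7 and 14 dpa, the 5 most abundant miRNAs of each library, and lists of muscle and blood cell miRNAs. The named transcripts were those the study assigns to 11 blastema genes and 19 with a listed miR-21 site. The names of these transcripts and the miRNA sequences came from the study, and no value from its supplementary tables was used. None of the 127736 transcript identifiers matched the RefSeq gene table of the bichir, so 0 were named from it and no genome positions are given. For unnamed transcripts, 2 that rose and 2 that fell were taken by largest change at 7 dpa with a mean of at least 10 CPM and one sign throughout.

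Calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, with figures from matplotlib 3.10.9. The code was tested on simulated counts at the real depths. Under the trimmed mean, all 200 changed transcripts among 127736 and all 20 changed miRNAs among 153 were recovered in the right direction at each time point. The planted changes were all well past the threshold, in features well above the filter, so smaller changes were not tested. Among 123 unchanged miRNAs, 4.07% passed the threshold at the 7 dpa depth and 0% at the other depths, also under the trimmed mean. Recovery and false passes under library totals, the main scaling, were not counted. The intervals covered the true change for 93.7% to 95.8% of 143 miRNAs. When miR-21 alone was raised to 80.3% of reads, library totals moved the median of 141 unchanged miRNAs at 7 dpa by -2.11 on the log2 scale, and the trimmed mean moved it by -0.0033.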

Results

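Small RNA and mRNA of the bichir pectoral fin were compared between uninjured tissue (0 dpa) and tissue regrowing for 3, 7 or 14 days after amputation, when a blastema, the mass of cells that rebuilds the fin, takes shape. Each of the 8 groups held 1 library, so no difference below has a replicate check within these libraries. All intervals are 95% intervals for counting error alone. Assigned miRNA reads numbered 6083774 at 0 dpa, 3353354 at 3 dpa, 196763 at 7 dpa and 6858045 at 14 dpa. The deepest small RNA library thus held 34.9 times the reads of the 7 dpa library. At 7 dpa 1 read was worth 5.08 CPM and 20 of the 153 miRNAs had 3 reads or fewer, against 2 miRNAs at 0 dpa. The mRNA libraries were of similar depth, with 39121698, 38095865, 43350285 and 38377535 reads at 0, 3, 7 and 14 dpa. Of 127736 transcripts, 44222 were listed at 0 in the 0 dpa library, 5930 at 3 dpa, 11774 at 7 dpa and 4274 at 14 dpa.

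The composition of the small RNA libraries was examined first, because one abundant miRNA can move the scaled values of all others. miR-21 made up 14.5% of miRNA reads at 0 dpa (Wilson interval 14.51% to 14.56%), 60.3% at 3 dpa (60.27% to 60.38%), 52.7% at 7 dpa (52.5% to 52.9%) and 62.5% at 14 dpa (62.43% to 62.50%). Leaving the next 2 miRNAs in abundance, miR-184 and miR-1b, out of the totals moved these shares most, to 19.0% at 0 dpa and 55.8% at 7 dpa. miR-21 ranked first at 3, 7 and 14 dpa and second at 0 dpa, behind miR-1b with 17.9%. The other leading miRNAs at 0 dpa were miR-184 (5.43%), miR-206 (5.38%) and miR-101b (4.99%). At 3 dpa miR-21 was followed by miR-184 (4.05%), miR-203a (3.86%), miR-725 (3.38%) and miR-146a (3.26%). At 7 dpa the next were miR-205 (7.33%), miR-184 (5.44%), miR-146a (3.15%) and miR-200a (2.14%). At 14 dpa they were miR-184 (6.07%), miR-203a (3.08%), miR-30e (2.35%) and miR-181a (1.68%).

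To ask how many miRNAs changed during regeneration, each later library was compared with 0 dpa. Of 142 miRNAs past the filter, 26 were over 1.5-fold higher and 94 lower at 3 dpa, 55 higher and 54 lower at 7 dpa, and 20 higher and 96 lower at 14 dpa. These splits depended on scaling. Under library totals the median miRNA changed by -1.35, 0.21 and -1.43 on the log2 scale at 3, 7 and 14 dpa, and under the trimmed mean of log ratios by -0.16, -0.10 and -0.29. With the trimmed mean the splits were 53 higher and 56 lower at 3 dpa, 49 and 57 at 7 dpa, and 45 and 65 at 14 dpa. With median of ratios they were 49 and 57, 53 and 56, and 59 and 56. With miR-21 left out of the totals they were 47 and 62, 85 and 43, and 46 and 64. The deposited values without depth scaling moved the 7 dpa counts most, to 3 higher and 137 lower, and gave 12 higher and 113 lower at 3 dpa and 25 higher and 89 lower at 14 dpa.

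The study lists 10 miRNAs as changed in common across species, a choice made partly on these libraries. By replicated real-time PCR in the bichir, it also reported rises of the 5 upregulated miRNAs and falls of miR-204 and miR-133a. For miR-2184, miR-24 and miR-338 it named falls by PCR in the axolotl. The 5 common upregulated miRNAs had a median log2 change of 2.44 at 7 dpa (2.30 to 2.56), or 2.23 relative to the median miRNA, at the 95.9th percentile of 10000 matched random lists. The medians were 0.96 at 3 dpa and 1.60 at 14 dpa. The place of 7 dpa as the highest depended on scaling, since relative to the median miRNA the values were 2.31, 2.23 and 3.02 at 3, 7 and 14 dpa, and under the trimmed mean 2.21, 2.12 and 2.76. All 5 rose at 7 dpa. miR-21 rose by 1.86 at 7 dpa (1.85 to 1.87), miR-181c by 2.44 (2.30 to 2.57), miR-181b by 1.18 (0.96 to 1.39), miR-31 by 5.16 (4.94 to 5.37) and miR-7b by 4.24 (4.01 to 4.48). miR-31 rested on 327 reads at 0 dpa and 384 at 7 dpa. The rise of miR-7b was seen at 7 dpa alone under library totals, with -0.19 at 3 dpa (-0.44 to 0.07) and -0.91 at 14 dpa (-1.14 to -0.67), although the trimmed mean gave 1.04 and 0.23. At face value, with no depth scaling, the median of the 5 became -2.51 at 7 dpa. The 5 common downregulated miRNAs had a median change of -2.25 at 7 dpa (-2.49 to -2.03), or -2.46 relative to the median miRNA, at the 0.72nd percentile of the random lists. Their medians were -3.75 at 3 dpa and -5.53 at 14 dpa, or -2.40 and -4.10 relative to the median miRNA. All 5 fell at each time point under library totals and the trimmed mean. At 7 dpa the changes were -2.25 for miR-2184, -1.40 for miR-24, -4.24 for miR-133a, -2.88 for miR-338 with 16 reads, and -0.56 for miR-204 (-0.88 to -0.26). The last was smaller than the 1.5-fold threshold under library totals. It was past the threshold under the trimmed mean (-0.88) and median of ratios (-0.69).

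**Figure D1:**
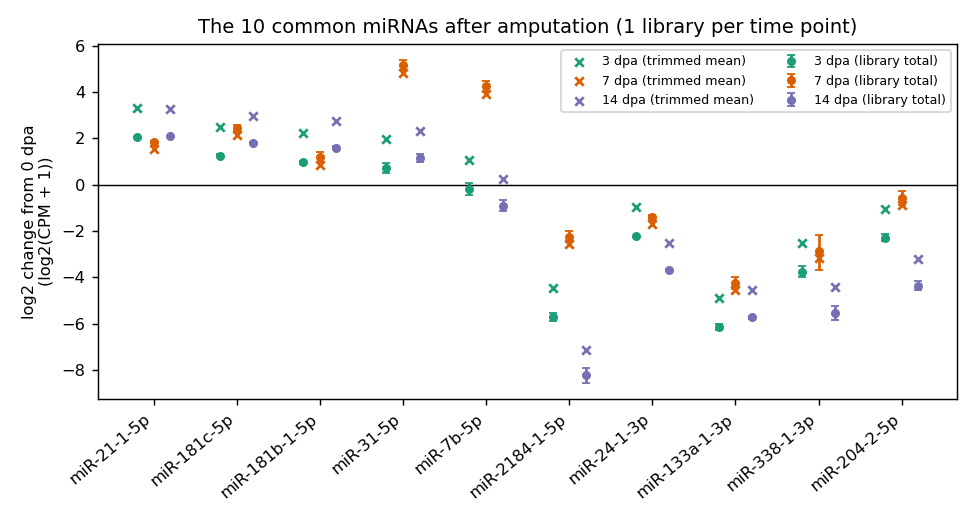
Log2 change from 0 dpa, on the log2(CPM + 1) scale, of the 10 common miRNAs at 3, 7 and 14 dpa. Circles are library-total values with 95% counting intervals and crosses are trimmed mean values, from 1 library per time point; miR-31 and miR-7b stood highest at 7 dpa, at 5.16 and 4.24.

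At all 3 time points together, 7 miRNAs were over 1.5-fold higher and 39 lower, or 12 and 28 under the trimmed mean. Beyond these lists, 53 of 120 miRNAs with a mean of at least 100 CPM changed in one direction at 3, 7 and 14 dpa, with 15 rising and 38 falling. Among these 53, the 5 largest rises at 7 dpa were miR-31 (5.16), miR-451 (3.36), miR-181c (2.44), miR-21 (1.86) and miR-92a (1.20). The 5 largest falls were miR-458, miR-1b (-7.71), miR-206 (-6.10), miR-126a (-5.12) and miR-143 (-5.01). The one-sign rule used library totals and left out larger rises at 7 dpa, such as miR-2188 (6.07) and miR-221 (5.88). miR-221 changed by -0.26 at 3 dpa and -0.49 at 14 dpa, where the median miRNA changed by -1.35 and -1.43. Membership of the 53 therefore depended on scaling. miR-458 had 4404 reads at 0 dpa and was listed at 0 at 7 dpa, which is at least 47.5-fold lower.

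A list of 5 muscle miRNAs had a median change of -5.51 at 3 dpa, -4.53 at 7 dpa (-5.35 to -4.15) and -5.72 at 14 dpa, or -4.15, -4.74 and -4.30 relative to the median miRNA. At 7 dpa it lay at the 0.01th percentile of the random lists. All 5 members fell at all 3 time points under library totals and the trimmed mean. miR-1b went from 178922 CPM at 0 dpa to 5652 CPM at 3 dpa, 854 CPM at 7 dpa and 9492 CPM at 14 dpa. miR-206 fell by 4.27, 6.10 and 2.09 on the log2 scale at 3, 7 and 14 dpa. The member that moved least at 7 dpa was miR-208, at -0.70 (-1.12 to -0.31) on 53 reads, against -5.51 at 3 dpa. Leaving miR-21 out of the totals raised the median miRNA by 0.85 at 7 dpa, so the fall of miR-208 there depended on scaling. At 7 dpa miR-499 changed by -4.53 on 16 reads. A list of 6 blood cell miRNAs had median changes of 1.44, 2.83 and -0.86 at 3, 7 and 14 dpa, at the 99.9th, 99.7th and 69.2nd percentiles. At 7 dpa 5 of the 6 rose, led by miR-223 with 4.09 (3.98 to 4.20) and miR-451 with 3.36 (3.16 to 3.55), while miR-144 changed by -0.94 on 14 reads (-1.80 to -0.20). The median of -0.86 at 14 dpa was 0.57 above the median miRNA, and the trimmed mean gave 0.29. The order of 3 and 7 dpa also depended on scaling. Relative to the median miRNA the list medians were 2.79 at 3 dpa and 2.62 at 7 dpa, and under the trimmed mean 2.68 and 2.51.

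Whether the time points resembled each other was measured across the 142 miRNAs, which are not independent replicates. Changes at 3 and 14 dpa correlated with r = 0.81, above the 0.50 that simulated unchanged groups gave through the shared 0 dpa library (range 0.30 to 0.66). The correlations of 7 dpa with 3 dpa (r = 0.43) and with 14 dpa (r = 0.32) lay within the simulated ranges of 0.31 to 0.59 and 0.29 to 0.62. With counting noise alone the simulated groups gave 0.0929, 0.449 and 0.0895 for 3 and 7, 3 and 14, and 7 and 14 dpa, all under the observed values, so the reading of the 7 dpa correlations depended on the spread assumed. In levels, which share no control, Spearman's rho was 0.93 between 3 and 14 dpa, 0.73 between 3 and 7 dpa and 0.67 between 7 and 14 dpa. The 7 dpa library thus lay further from the other regenerating libraries. The simulations gave every library the same spread, taken from 3 and 14 dpa. Their ranges therefore cannot decide the 7 dpa correlations.

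**Figure D2:**
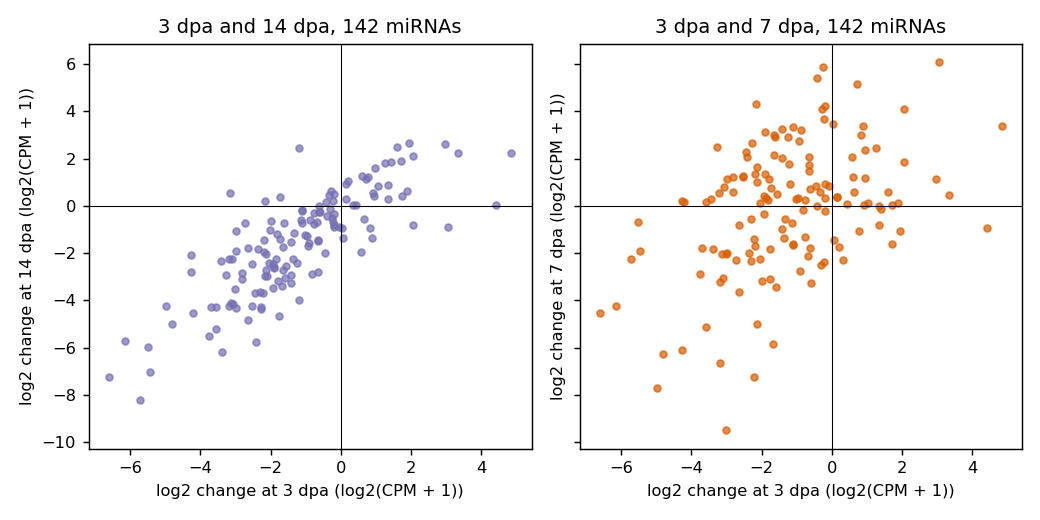
Log2 change from 0 dpa of 142 miRNAs at 3 dpa (horizontal axes) against 14 dpa (left) and 7 dpa (right), on the log2(CPM + 1) scale with library totals. Each point is 1 miRNA; r was 0.81 on the left and 0.43 on the right, and both panels share the 0 dpa library between their axes.

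The mRNA libraries were compared in the same way. Of 43321 transcripts past the filter, 28169 were over 1.5-fold higher and 5542 lower at 3 dpa, 26704 higher and 4696 lower at 7 dpa, and 28558 higher and 4867 lower at 14 dpa. Here too the scaling set the split. The median transcript changed by 1.05, 0.84 and 1.06 under library totals, and by 0.28, 0.26 and 0.26 under the trimmed mean. The trimmed mean gave 17861 higher and 11896 lower at 3 dpa, 16209 and 9979 at 7 dpa, and 17583 and 11784 at 14 dpa, so the share of changed transcripts that were higher went from 85.0% to 61.9% at 7 dpa. Median of ratios gave 16861 and 12852, 15371 and 10677, and 16558 and 12720. The 100 most abundant transcripts of each library took 45.9% of its reads at 0 dpa, 24.04% at 3 dpa, 27.8% at 7 dpa and 22.5% at 14 dpa. Under library totals 23015 transcripts were higher and 3214 lower at all 3 time points, and relative to the median transcript 7482 and 8807. Correlations of changes across transcripts were 0.86 for 3 and 7 dpa, 0.93 for 3 and 14 dpa and 0.81 for 7 and 14 dpa, against 0.50 in simulated unchanged groups.

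**Figure D3:**
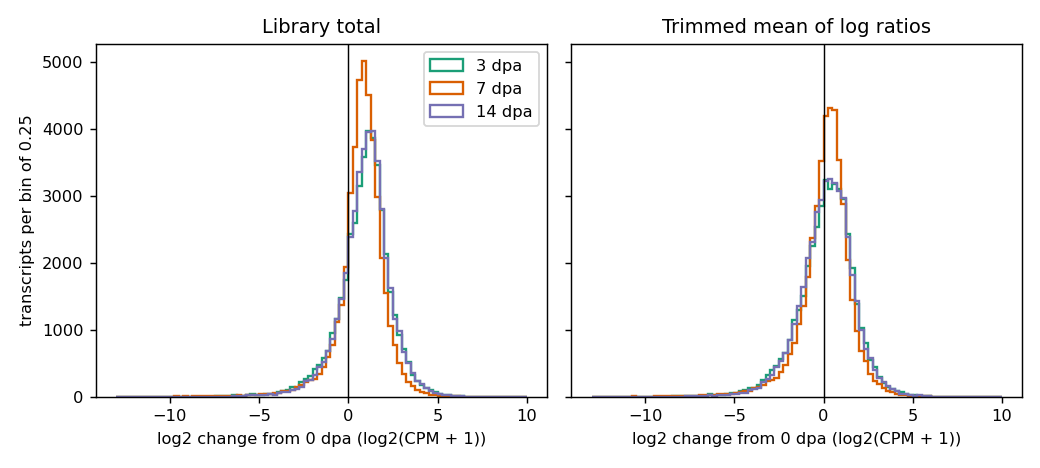
Number of transcripts per bin of log2 change from 0 dpa, on the log2(CPM + 1) scale, at 3, 7 and 14 dpa for 43321 transcripts, with library totals (left) and the trimmed mean of log ratios (right). The 7 dpa median was 0.84 on the left and 0.26 on the right.

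Transcripts of genes associated with the blastema were then examined. The study took these genes from sets that it had already found to rise or fall in common, partly in these libraries, so their directions and percentiles are not independent evidence. The 11 transcripts of genes listed as rising had a median change of 2.42 at 7 dpa (2.24 to 2.67), which was 1.59 above the median transcript and at the 99.98th percentile of matched random lists. The medians at 3 and 14 dpa were 1.94 and 2.18. All 11 rose at 7 dpa, also under the trimmed mean. The matrix metalloproteinase mmp9 (comp59632_c0_seq1) rose most among the transcripts with over 3 reads at 0 dpa, from 635 reads at 0 dpa to 63573 at 7 dpa, a log2 change of 6.41 (6.31 to 6.52), or 5.58 relative to the median transcript. One transcript of the kinase ttk (comp56950_c0_seq2) was listed at 0 at 0 dpa and had 426 reads at 7 dpa, at least 128-fold higher, whereas the other (comp56950_c0_seq4) rose by 1.15 at 7 dpa and changed by -0.34 at 14 dpa. The log2 changes at 7 dpa were 2.97 and 3.42 for both junb transcripts, 2.78 for mmp14, 2.42 for fgf20 on 13 reads at 0 dpa, 2.27 for smarca4, 2.13 for igf2b, 1.72 for hspd1 and 1.48 for timp2. Of these, hspd1 and timp2 stood 0.88 and 0.65 above the median transcript. The 3 transcripts of genes listed as falling did not fall together under library totals. erbb2 changed by 0.69 at 7 dpa (0.59 to 0.78), but by -0.25 under the trimmed mean and by -0.15 relative to the median transcript. The cxcl12 transcripts changed by -0.46 (-0.72 to -0.20) and 0.15 (-0.18 to 0.47), and by -1.27 and -0.41 under the trimmed mean. The median of the 3 was 0.15, at the 15.6th percentile of random lists.

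Since miR-21 rose, transcripts with a listed miR-21 site were examined for lower levels. The study chose them partly as falling in these libraries, so their position is not independent evidence. The 19 transcripts had a median log2 change of -0.30 at 7 dpa (-0.40 to -0.12), with 9 rising and 10 falling. This was 1.14 below the median transcript (-1.14 relative to it) and at the 0.02th percentile of matched lists, whose own median was 0.90. At 3 and 14 dpa the list medians were 0.43 and 0.31, at the 5.1th and 1.97th percentiles. Under the trimmed mean the median at 7 dpa was -1.19 and 18 of the 19 fell. When the transcripts of each component were summed, the median became 0.64 at 7 dpa, so the sign under library totals depended on which transcript of a component was read. The summed value was still 0.21 below the median component (-0.21 relative to it), with 12 of the 19 below that median. Among the first 5 of the list, pdcd4 changed by -0.30 (-0.48 to -0.12), tgfbr2 by -0.40 (-0.44 to -0.36) and rgs5 by -0.38 (-0.58 to -0.19) at 7 dpa. bcl2l13 changed by 0.91 and chka by 0.21. Under the trimmed mean all 5 were lower, at -1.19, -1.36, -1.27, -0.03 and -0.72 in the same order as pdcd4, tgfbr2, rgs5, bcl2l13 and chka. mbp fell by 4.36 and spry2 rose by 2.26, the extremes of the list. The sort1 transcript had 29 reads at 0 dpa and was listed at 0 at 7 dpa, at least 10.7-fold lower.

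**Figure D4:**
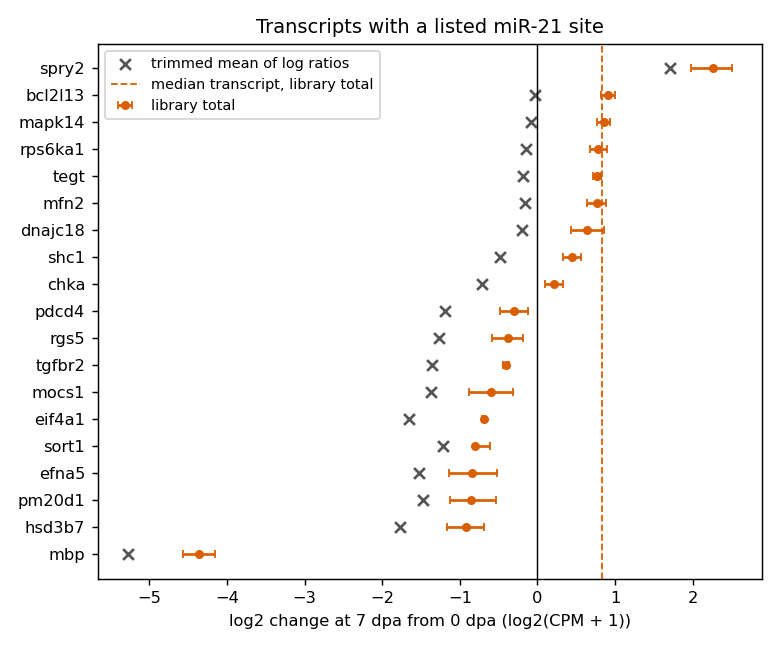
Log2 change at 7 dpa from 0 dpa, on the log2(CPM + 1) scale, of the 19 transcripts with a listed miR-21 site. Circles are library-total values with 95% counting intervals, crosses are trimmed mean values, and the dashed line is the median transcript at 0.84; 3 of the 19 circles lay above it.

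Among transcripts without a name in the table, the 2 rises and 2 falls below were taken for being the largest at 7 dpa. comp59594_c0_seq1 went from 48 reads at 0 dpa to 43896 at 7 dpa, a log2 change of 8.83 (8.59 to 9.06), and comp59559_c0_seq1 from 16 to 23987 reads, a change of 8.62 (8.38 to 8.81). comp58531_c1_seq2 went from 614414 reads to 198, a change of -11.46 (-11.63 to -11.30), and comp16899_c0_seq1 from 127968 to 19 reads, a change of -11.15 (-11.34 to -10.92).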

Values the study reported

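For 7 dpa against 0 dpa in the bichir, the study reported log2 fold changes of +1.85 for miR-21, +5.18 for miR-31 and -4.25 for miR-133a. It reported fold changes of 44.11 for mmp9, 1.62 for hspd1 and -1.26 for erbb2 in the bichir mRNA libraries.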

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

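The tests in this part were chosen after the values were seen. Each item moved past 1.5-fold one way at one time point and the other way at another, by the whole counting interval and under library totals. With 1 library per time point the difference itself was not tested.

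At 7 dpa 23 miRNAs were higher while being lower at both 3 and 14 dpa, and 2 were lower while being higher at both. Only 36.0% of these 25 miRNAs, 9 in all, kept both directions under the trimmed mean of log ratios. Counted anew under that scaling, 7 miRNAs were higher at 7 dpa and lower at both other time points and 8 were the other way round, so the lean towards rises at 7 dpa depended on library totals and other miRNAs entered. Among transcripts, 29 were higher at 7 dpa and lower at 3 and 14 dpa and 45 were the other way round, together 0.171% of 43321 transcripts. Of these 74, 23.0% kept both directions under the trimmed mean, where the counts anew were 26 and 21.

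Among 70 named features 9 met the same criterion. miR-150 (2.66 at 7 dpa, -2.28 at 3 dpa and -4.29 at 14 dpa), miR-725 (-1.61 at 7 dpa, 1.73 at 3 dpa) and miR-181a (-1.05 at 7 dpa, 1.94 and 2.65 at 3 and 14 dpa) kept opposite directions past 1.5-fold under the trimmed mean and median of ratios. At face value miR-150 was lower throughout, at -2.29 at 7 dpa, and with miR-21 left out of the totals miR-181a changed by -0.20 at 7 dpa. miR-142a (2.05 at 7 dpa, -1.97 at 14 dpa) kept them under the trimmed mean and not under median of ratios. miR-7b (4.24), miR-155 (3.00), miR-223 (4.09), miR-205 (3.22) and miR-200a (1.46) were higher at 7 dpa and lower at 14 dpa under library totals, and under both of those scalings their falls at 14 dpa shrank to under 1.5-fold or became rises.

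Shallow sequencing argues poorly for the reordering behind these flags. With every small RNA library thinned to the 7 dpa depth, the rank correlation of 3 and 14 dpa stayed at 0.917 on average. The tests of other technical explanations, and what stays open, are given with the 7 dpa library among the other observations. A biological difference at 7 dpa remains possible and was not tested, since that stage has 1 library of each kind.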

How the results depend on the processing

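No paired analysis was possible because each group has 1 library and no result comes from a test. A count was taken as kept when it stayed within 1.5 times, and a median or share when it stayed inside its counting interval. Of the recomputed counts, medians and shares, 130 were kept and 64 moved. Unless stated otherwise, the cause of a move was not tested.

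Scaling moved the miRNA results. With the trimmed mean, 53 miRNAs were higher and 56 lower at 3 dpa and 45 were higher at 14 dpa, and the medians at 7 dpa were 2.12 for the common upregulated and -2.56 for the common downregulated miRNAs. With median of ratios, 49 were higher and 57 lower at 3 dpa, and 59 higher and 56 lower at 14 dpa. Without miR-21 in the totals, 47 were higher and 62 lower at 3 dpa, 85 higher at 7 dpa and 46 higher at 14 dpa, and the medians were 3.29 and -1.39. At face value, 12 were higher at 3 dpa, 3 higher and 137 lower at 7 dpa, and the medians were -2.51 and -7.20. The face value result follows from its construction, since the depth of 196763 reads at 7 dpa then counts as a fall. A threshold of 1 left 17 miRNAs higher at 3 dpa. Thinning gave a median of 2.67 for the common upregulated miRNAs. Pseudocounts, both filters, the whole-interval rule and reading a listed 0 as 1 read kept all 6 miRNA counts.

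The miR-21 share without the next 2 miRNAs was 19.0%, 63.2%, 55.8% and 67.2% at 0, 3, 7 and 14 dpa, as a smaller total must give. Thinning gave 14.62% at 0 dpa and 62.3% at 14 dpa, just outside the narrow intervals of the deep libraries. The share kept its order, lowest at 0 dpa and highest at 14 dpa, under all of these.

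For transcripts, the trimmed mean gave 17861 higher and 11896 lower at 3 dpa, 16209 and 9979 at 7 dpa, and 17583 and 11784 at 14 dpa, with a miR-21 site median of -1.19. Median of ratios gave 16861 and 12852, 15371 and 10677, 16558 and 12720, and -1.26. A pseudocount of 5 CPM gave 17558 and 3685, 14474 and 3124, and 17865 and 3211, which a larger pseudocount brings about by shrinking changes of low transcripts. With no filter, more transcripts were tested, and 44161 were higher and 8506 lower at 3 dpa, 7608 lower at 7 dpa, and 45550 higher and 7434 lower at 14 dpa. With the filter 10 times higher 12037 were tested, and 8143 were higher and 1606 lower at 3 dpa, 8250 and 1324 at 7 dpa, and 8195 and 1411 at 14 dpa. A threshold of 1 left 3242 lower at 14 dpa. Summing each component left fewer features, with 3147, 2692 and 2580 lower at 3, 7 and 14 dpa, and turned the miR-21 site median to 0.64. Totals without the 10 most abundant transcripts, face value, a pseudocount of 0.1 CPM, thinning, the whole-interval rule, a listed 0 as 1 read and kept repeated rows left all 6 transcript counts within 1.5 times. More transcripts were higher than lower at each time point under each of these alternatives. They all kept the same assembly and, except with no filter, a filter on the mean of 4 libraries, 3 of them of regenerating tissue. They therefore cannot show whether that choice of transcripts favours rises. Relative to the median transcript, which by construction leaves as many changes above 0 as below, slightly more were lower than higher, with 12705 higher and 13838 lower at 3 dpa, 11212 and 11525 at 7 dpa, and 12543 and 13456 at 14 dpa.

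Of 99 changes of named miRNAs, 12 changed sign under the trimmed mean, 11 of them from a fall to a rise, and 20 at face value, all from a rise to a fall. Of 111 changes of named transcripts, 33 changed sign under the trimmed mean and 34 under median of ratios, all from a rise to a fall, and 20 when components were summed. Correlations of changes stayed between 0.762 and 0.823 for miRNAs at 3 and 14 dpa, and between 0.265 and 0.321 at 7 and 14 dpa. The 7 dpa small RNA depth limits miRNAs near the filter, since 3 reads there equal 15.2 CPM.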

Other observations

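The tests in this part were chosen after the values were seen, apart from the lists of muscle and blood cell miRNAs, which were fixed before.

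The 7 dpa small RNA library ordered the miRNAs differently from the 3 and 14 dpa libraries. Several technical explanations were argued against as the whole cause. Depth would lower the rank correlation of 3 and 14 dpa when all are thinned to the 7 dpa depth, but over 20 thinnings it averaged 0.917 and never fell under 0.910. Compressed abundances keep ranks, yet the rank correlation of 3 and 7 dpa at equal depth was 0.729. Reads leaking from any mix of the other libraries could make up at most 10.1% of the 7 dpa reads by the upper counting limits of the miRNAs. From 0 dpa alone the limit was 0.555%, set by the 168 reads of miR-1b, from 3 dpa alone 3.998%, set by miR-144, and from 14 dpa alone 7.26%, set by miR-206. Removing the largest mixed leak moved the rank correlation of 3 and 7 dpa from 0.733 to 0.618. Taking out reads of the other libraries is likely to lower that correlation in any case. The drop is therefore not evidence against a leak. GC content, known for 140 of 142 miRNAs, had a rank correlation of 0.087 with the difference of 7 dpa from the mean of 3 and 14 dpa. Within miRNAs sharing their first and last base in the commonest combination, the rank correlation of 3 and 7 dpa was 0.710. The median difference nonetheless varied with the last base, from -0.15 for C to 2.52 for T, so a part that follows the 3′ end is not excluded. Summed over 102 families, taken as miRNAs with the same number in their names, the rank correlation of 3 and 7 dpa was 0.788. It was 0.928 for 3 and 14 dpa. Reads shared within such a family cannot matter there. Close relatives with different numbers, such as miR-99 and miR-100, were summed apart, so reads shared between them are not excluded. Another sample under the 7 dpa label and a tissue state particular to 7 dpa cannot be told apart with 1 library. A different preparation of that library is not stated in the sample labels, and it cannot be excluded either. The mRNA library of 7 dpa also stood somewhat apart, with a rank correlation of 0.838 with 3 dpa against 0.922 between 3 and 14 dpa.

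Closely related miRNAs parted at 7 dpa, in ratios that no scaling can alter. The let-7h to let-7e read ratio was 0.072 at 0 dpa, 0.0445 at 3 dpa, 2.95 at 7 dpa (2.70 to 3.22) and 0.0148 at 14 dpa. The miR-30c to miR-30e ratio was 0.0953, 0.0353, 2.18 (2.05 to 2.33) and 0.0231, and the miR-99 to miR-100 ratio was 0.309, 0.0525, 4.33 (3.46 to 5.47) and 0.049. Relative to the mean of 3 and 14 dpa, 4 of 9 let-7 members stood over 4 higher on the log2 scale at 7 dpa under library totals and the other 5 stood under 0.2. The sum of the let-7 family differed by 0.40, so reads assigned to other members may be involved. This cannot be told apart from a change in the members themselves, because the sum also moves with the scaling. The ratio of miR-144 to miR-451 was not particular to 7 dpa. It was 0.981 at 0 dpa, 0.729 at 3 dpa, 0.0491 at 7 dpa (0.0265 to 0.0838, on 14 reads of miR-144) and 0.216 at 14 dpa, so it was also lower at 14 dpa than at 0 dpa. The sequences given for miR-181b and miR-181c differ in 1 added base at the 3′ end of the latter, so their separate read numbers are uncertain. The ratio of miR-181c to miR-181b was 1.09, 1.33, 2.62 and 1.26 at 0, 3, 7 and 14 dpa.

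Muscle miRNAs fell after amputation. Scaling was argued against as the cause, since the list median at 7 dpa closest to 0 among 5 scalings was -3.69. Less muscle tissue in the later samples is a candidate explanation, although the study describes bichir fins as lacking skeletal muscle, and tissue content was not measured here. Of 157 transcripts over 1000 CPM at 0 dpa, 18 fell by over 4 on the log2 scale at both 3 and 14 dpa. Together they took 10.8% of mRNA reads at 0 dpa, 0.103% at 3 dpa and 0.216% at 14 dpa. At 7 dpa, which was not used to choose them, they took 0.0106%, with a median change of -9.65, and all 18 lay below their values at 3 and 14 dpa. miR-1b and miR-206 were also lowest at 7 dpa, whereas miR-133a, miR-208 and miR-499 were not. The 5 muscle miRNAs spanned 2.34 on the log2 scale at 3 dpa, 7.01 at 7 dpa and 5.15 at 14 dpa. The deposited table gives these transcripts no names. The study's assignment of transcripts to genes was available only in shortened form, which names 1 of the 18, as the muscle enolase eno3. With the 18 chosen for falling, loss of muscle cannot be told apart from other tissue lost at amputation or changed expression.

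The median transcript rose under library-total scaling. Depth was argued against, since the 3 and 14 dpa libraries were slightly shallower than 0 dpa and their medians were still at least 1.05. Leaving the 100 transcripts with the highest mean over all libraries out of the totals lowered the 7 dpa median from 0.84 to 0.70. Leaving out 1000 lowered it to 0.56, so transcripts abundant over all libraries explain a part and not the whole. Those most abundant at 0 dpa alone were not left out separately, so their part was not measured. Transcripts listed at 0 were most frequent in the 0 dpa mRNA library. Depth did not account for that, since the slightly shallower 14 dpa library had 4274. Thinning the 7 dpa library to the depth left over at 0 dpa after trimmed mean scaling put 22908 transcripts at 0 or 1 read, well under the 44222 observed. An assembly built mostly from later libraries may add to it. As 35518 transcripts were listed at 0 at 0 dpa alone, against 3304 at 7 dpa alone, this cannot be told apart from transcripts that truly appear after amputation, because 3 of the 4 libraries are of regenerating tissue.

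The fold change of mmp9 at 7 dpa under library totals, taken from the change of log2(CPM + 1), was 85.2. That is higher than the value quoted from the study above. The fold change of hspd1 was 3.29. That is also higher than the quoted value. erbb2 was 1.61-fold higher, in the opposite direction to the quoted value. Under the trimmed mean the fold changes were 44.9 for mmp9 and 1.70 for hspd1, and erbb2 was 1.19-fold lower. All of these lay closer to the quoted values, so the differences from the study depended on scaling.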
